# Cold shock protein RBM3 is upregulated in the autophagy-deficient brain

**DOI:** 10.17912/micropub.biology.000695

**Published:** 2022-12-08

**Authors:** Junnosuke Nakamura, Takuma Aihara, Tomoki Chiba, Fuminori Tsuruta

## Abstract

Neural autophagy plays an important role in regulating protein quality control, brain homeostasis, and body temperature. However, the mechanism that links a defect in autophagy to body temperature has not been elucidated. Here, we report that RNA binding motif protein 3 (RBM3) is a potential candidate that regulates body temperature. We found that the body temperatures of *Nestin-Cre* ; *Atg7 ^f/f^* conditional KO (cKO) mice were lower than that of wild-type (WT) mice. Moreover, RBM3 was upregulated in the *Nestin-Cre* ; *Atg7 ^f/f^* brain. These data suggest that RBM3 is an implicit target that maintains body temperature influenced by neural autophagy.

**Figure 1.**
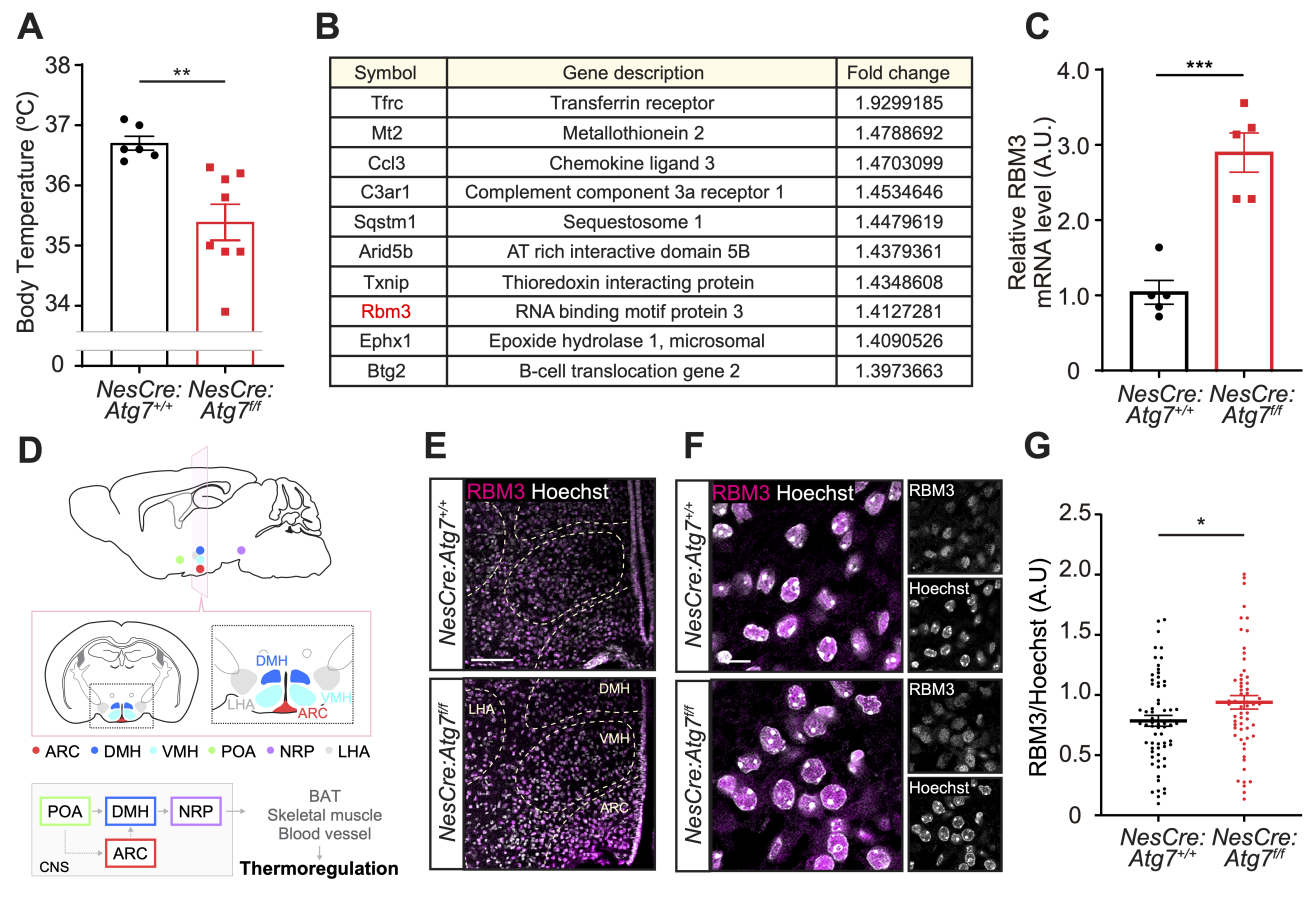
**(A)** Rectal temperature of the *Nestin-Cre* ; *Atg7 ^+/+^* and *Nestin-Cre* ; *Atg7 ^f/f^* mice (P21) at 10 a.m. ( *Nestin-Cre* ; *Atg7 ^+/+^* : n = 6, *Nestin-Cre* ; *Atg7 ^f/f^* : n=8). mean ± SEM. ^∗∗^ p < 0.01 by Student’s *t* -test. **(B)** Microarray analysis showing genes differentially expressed in *Nestin-Cre* ; *Atg7 ^f/f^* mice brain compared to *Nestin-Cre* ; *Atg7 ^+/+^* mice brain. The table indicates the upregulated genes in the brain of *Nestin-Cre* ; *Atg7 ^f/f^* mice. **(C)** RBM3 mRNAs were measured by quantitative RT-PCR analysis. The RNAs were isolated from mice brains (P21) and subjected to qRT-PCR analyses. The GAPDH levels were used for normalization. n=5; mean ± SEM; ***P<0.005 by Student’s *t* -test. **(D)** Schematic diagrams of the central circuit of the thermoregulation in the hypothalamus. ARC；the arcuate nucleus, DMH; the dorsomedial nucleus of the hypothalamus, VMH; the ventromedial hypothalamus, POA; the preoptic area, NRP; the nucleus raphe pallidus, LHA; the lateral hypothalamus area, BAT; brown adipose tissue. **(E)** Immunohistochemical analysis of *Nestin-Cre* ; *Atg7 ^+/+^* and *Nestin-Cre* ; *Atg7 ^f/f^* mice hypothalamus (P21). The brain cryosections were immunostained with anti-RBM3 antibody and Hoechst33342. Scale bar; 100 μm **(F)** Immunohistochemical analysis of *Nestin-Cre* ; *Atg7 ^+/+^* and *Nestin-Cre* ; *Atg7 ^f/f^* hypothalamus (P21). RBM3 is mainly localized in the nuclei. Scale bar; 20 μm **(G)** The quantification of RBM3 expression in the ARC. The graph indicates the ratio of RBM3 to Hoechst33342. *Nestin-Cre* ; *Atg7 ^+/+^* ; n=120 cells, *Nestin-Cre* ; *Atg7 ^f/f^* ; n=133 cells. 2 images obtained from one mice brain. This data is reproducible in at least two independent experiments. mean ± SEM; *P<0.05 by Student’s *t* -test.

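The 10 genes in the table of Fig. 1B were looked up in the deposited log2 values of the 6 arrays, 3 from Nestin-Cre;Atg7+/+ brains (controls) and 3 from Nestin-Cre;Atg7f/f brains (cKO). Each gene was read from the transcript cluster, the group of probes for 1 transcribed region, that the authors' deposited table pairs with it. Of the 10 clusters, 9 had a higher mean in the cKO brains and 1, that of Rbm3, had a lower mean. The anaphylatoxin receptor gene C3ar1 was higher by 0.68 on the log2 scale (standard error 0.075) and the thioredoxin-interacting protein gene Txnip by 0.59 (standard error 0.15). The chemokine gene Ccl3 was higher by 0.52, the epoxide hydrolase gene Ephx1 by 0.46, the antiproliferative gene Btg2 by 0.42, Arid5b by 0.40 and the metallothionein gene Mt2 by 0.35. Without control replicate 3 the difference of Ccl3 was 0.33. In all 9 clusters with a higher mean, every cKO array lay above every control array and the unadjusted p from limma was under 0.05. With these clusters in the test over all genes, the lowest of the 10 adjusted p-values from limma was that of C3ar1, 0.184. C3ar1 has another cluster with a brighter signal, which was higher by 0.13 (standard error 0.16), and Txnip has another, dimmer cluster, which differed by -0.10 (standard error 0.16). The study chose these 10 genes on the same arrays, so their count is not independent evidence of direction.

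**Figure D1:**
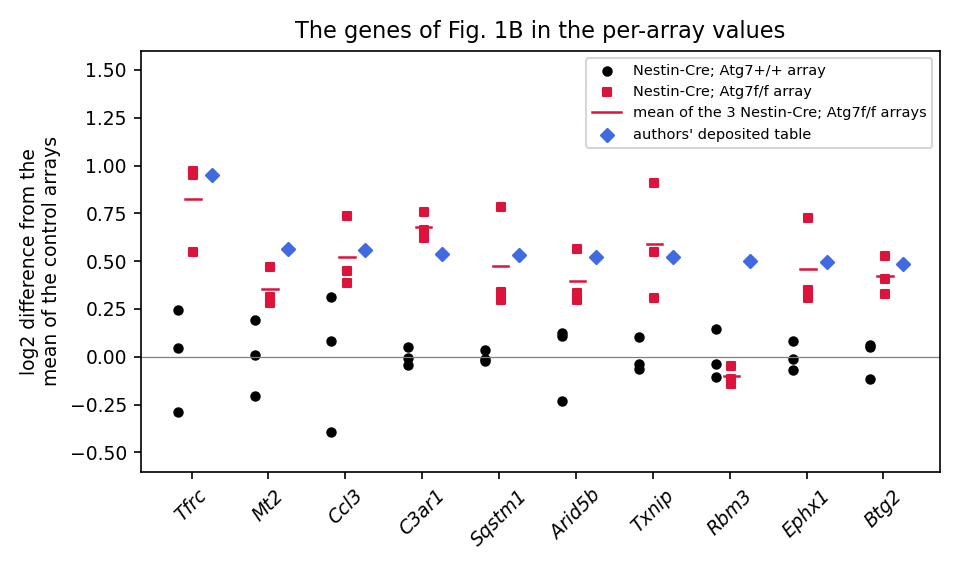
Log2 difference from the mean of the 3 control arrays for the cluster of each gene in Fig. 1B. Circles are control arrays, squares are cKO arrays, short lines are the means of the cKO arrays and diamonds are the log2 fold changes of the authors' deposited table. The mean of the cKO arrays lies at 0.68 for C3ar1 and at -0.10 for Rbm3.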

## Description

It is known that autophagy controls energy and nutrient balance, contributing to regulating body temperature, circadian rhythm, and food intake (Kaur and Debnath, 2015). ATG7 is an essential protein that acts upstream of the autophagy cascade. It has been reported that neuron type-specific *Atg7* cKO mice exhibit distinct homeostatic phenotypes. For instance, a loss of *Atg7* gene in AgRP neurons in the hypothalamus causes abnormal energy balance and food intake (Kaushik et al., 2011). In addition, POMC neuron-specific *Atg7* cKO impairs neural projections to other nuclei, such as the paraventricular nucleus of the hypothalamus (PVN), the dorsomedial nucleus of the hypothalamus (DMH), and the lateral hypothalamic area (LHA) (Coupe et al., 2012), and showed a decrease in body temperature of approximately 0.5 ºC in the presence or absence of cold exposure (Martinez-Lopez et al., 2016). Notably, these hypothalamic neuron-specific *Atg7* cKO mice can survive in contrast to *Nestin-Cre* ; *Atg7 ^f/f^* cKO mice, usually die around one month of age (Komatsu et al., 2006). Although the biological relevance between autophagy deficiency and brain homeostasis has been investigated, the mechanisms that regulate body temperature in the postnatal stages have not been clarified. To examine this, we confirmed whether neural autophagy influences body temperature. To do this, we measured the rectal temperature in *Nestin-Cre* ; *Atg7 ^+/+^* and *Nestin-Cre* ; *Atg7 ^f/f^* mice [postnatal day (P) 21] in the morning. Consistent with the previous studies (Martinez-Lopez et al., 2016), the rectal temperature of *Nestin-Cre* ; *Atg7 ^f/f^* was lower at approximately 1.0 ºC than that of *Nestin-Cre* ; *Atg7 ^+/+^* mice, suggesting that autophagy is crucial for maintaining body temperature (Fig.1A). 

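Total RNA from control and cKO mice at P16 was hybridised to 6 Affymetrix mouse exon arrays, which measure each gene with probes along its exons. The paper's methods name the cerebral cortex as the tissue, and the sample labels name the brain. The paper names Nestin-Cre, a driver active in neural precursors, and the sample labels name NexCre, a driver at the Neurod6 gene, and the samples were grouped by the paper. The authors deposited log2 signals for 101175 transcript clusters, already summarised and normalized. The method of summarisation is not given in the sources used here. The correlation between any 2 arrays lay between 0.980 and 0.990, and the number of arrays limits the precision. Clusters that the array annotation pairs with 1 gene symbol were kept, the brightest cluster was taken where a gene had several, and 19700 genes were tested with limma without a filter on dim genes. The sources used here do not say that each array is from a separate animal, so p-values measure the spread between these samples.

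Atg7, the targeted gene, was lower in every cKO array. Its log2 signal was 6.58, 6.54 and 6.39 in control replicates 1 to 3 and 6.12, 6.03 and 5.90 in cKO replicates 1 to 3. The difference was -0.48 (standard error 0.092, adjusted p = 1.00 from limma, unadjusted p = 0.00125). The cluster holds probes along the gene, so a probe outside the deleted part dilutes the difference, and the annotation pairs this cluster with a second symbol, Camsap1, whose own cluster differed by -0.01. The X-linked gene Xist, which is expressed from the inactive X chromosome of females, had a log2 signal of 9.51 in cKO replicate 1 and between 3.48 and 4.15 in the other 5 arrays. The Y-linked genes Eif2s3y, Kdm5d and Uty were at 2.90, 3.96 and 3.22 in cKO replicate 1. They were at 5.50 or above, 5.92 or above and 5.26 or above in the other 5 arrays, and the labels give no sex. The first principal component held 36.0% of the variance and set control replicate 1 (score -13.9) and cKO replicate 1 (score -26.4) apart from the other 4 arrays. The second held 18.3% and had a positive score in each control array and a negative score in each cKO array.

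**Figure D2:**
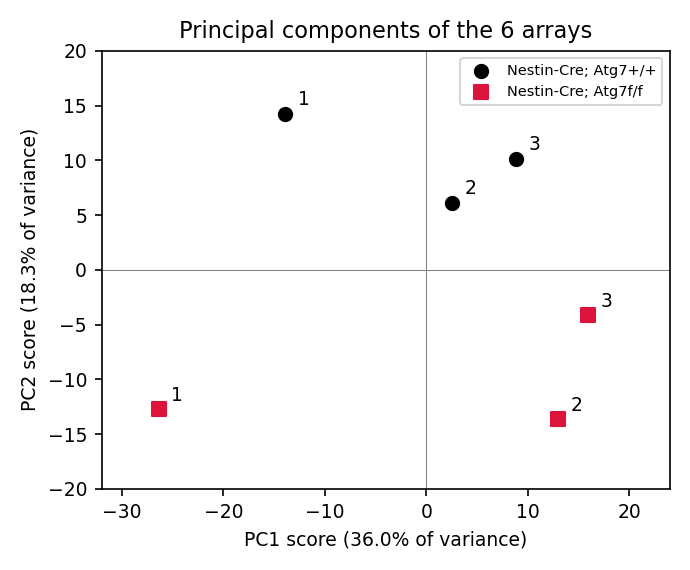
Scores of the 6 arrays on the first and second principal components of the 19700 genes. Circles are control arrays, squares are cKO arrays and the digits are replicate numbers. The arrays numbered 1 have scores of -13.9 and -26.4 on the first component, and the second component is positive in the controls and negative in the cKO arrays.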

Next, to identify the specific target regulated by neural autophagy, we conducted the microarray analysis using *Nestin-Cre* ; *Atg7 ^+/+^* and *Nestin-Cre* ; *Atg7 ^f/f^* brains. 

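Peg10, an imprinted gene derived from a retrotransposon, had the largest difference among the named genes. Its log2 signal was 7.37 ± 0.38 (SD, n = 3) in the control brains and 10.04 ± 0.26 (SD, n = 3) in the cKO brains. The difference of 2.68 had a standard error of 0.21 and an adjusted p of 0.101 from limma. Cry2, a repressor of the circadian clock, was higher by 1.48 (standard error 0.21, adjusted p = 0.562 from limma). The histone gene H4c12 was higher by 0.79, and H2bc1, Sprr2a1, Ube2dnl2, Platr7, Rfwd3 and H2-M10.6 were higher by 0.69 to 0.98. Of these, H2bc1, Sprr2a1, Ube2dnl2 and H2-M10.6 were dim, with mean signals above at most 8.31% of the genes tested. The endoplasmic reticulum chaperone genes Hspa5 and Hsp90b1 were lower, by -0.79 (standard error 0.088) and -0.78 (standard error 0.20). Timd2 differed by -0.97 and Gprin3 by -0.61, while a dimmer cluster of Timd2 differed by -0.05 (standard error 0.14). The remaining genes with the largest negative differences, H1f11-ps, Tas2r115, Kat2b, Utp3, Igsf23 and Reg3b, lay between -1.03 and -0.63, with mean signals above at most 14.3% of the genes tested. A dimmer cluster of Rfwd3 differed by -0.15 and a dimmer cluster of Kat2b by 0.07, each opposite to the cluster tested. With 1 array left out, Rfwd3 and H2-M10.6 differed by 0.40 and 0.44 without cKO replicate 1, Sprr2a1 by 0.44 without cKO replicate 2 and Utp3 by -0.42 without control replicate 1. None of these genes passed an adjusted p of 0.05, and they were listed because their groups did not overlap and their unadjusted p was under 0.05.

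Lists of genes fixed in advance were set against all other genes with limma's camera test at a preset correlation of 0.01. Of 21 measured genes that respond to glucocorticoids, 18 were higher and 3 lower, with a median difference of 0.14 (adjusted p = 1.07e-06 from limma's camera, and 0.596 with an estimated correlation). Without cKO replicate 1 the adjusted p was 0.00323. The lowest p-values among them were those of Txnip and of Pdk4, a kinase gene of glucose metabolism, which differed by 0.25. Of 19 genes of the integrated stress response, 18 were higher, with Asns, asparagine synthetase, at 0.36, Atf3 at 0.24 and a median of 0.06 (adjusted p = 0.00302 from limma's camera, and 0.596 with an estimated correlation). The median of these stress genes relative to the control mean was 0.040, 0.0079 and -0.017 in control replicates 1 to 3 and 0.18, 0.031 and 0.039 in cKO replicates 1 to 3, so only cKO replicate 1 lay outside the range of the controls. Without cKO replicate 1 the adjusted p of this group was 0.0618. Of 14 genes of myelinating oligodendrocytes, 13 were lower, with Mog at -0.34, Ugt8a at -0.28 and a median of -0.26 (adjusted p = 6.92e-05 from limma's camera, and 0.596 with an estimated correlation). Relative to the control mean, the median of these myelin genes was 0.08, 0.12 and -0.17 in control replicates 1 to 3 and -0.06, -0.48 and -0.15 in cKO replicates 1 to 3, so cKO replicates 1 and 3 lay within the range of the controls. The adjusted p of the myelin genes was 0.0410 without cKO replicate 2 and 0.0227 without control replicate 2, where Mog differed by -0.22 and Ugt8a by -0.17, respectively. Of 6 striatal genes, 5 were lower, with Drd2, a dopamine receptor gene, at -0.86, Rgs9 at -0.85 and a median of -0.57 (adjusted p = 0.0111 from limma's camera, and 0.605 with an estimated correlation). Their median was 0.62, -0.19 and -0.45 in the controls and -0.29, -1.23 and -0.44 in the cKO arrays, so only cKO replicate 2 lay outside the range of the controls. Without control replicate 1 or cKO replicate 2 the adjusted p of the striatal genes was 0.156 and 0.246, with Drd2 at -0.53 and -0.51 and Rgs9 at -0.47 and -0.56. Of 13 genes of excitatory neurons, 9 were lower, with Neurod6 at -0.44, Bcl11b at -0.30 and a median of -0.13 (adjusted p = 0.0276 from limma's camera, and 0.605 with an estimated correlation). Neurod6 is also called Nex, the gene of the driver named in the sample labels of both groups. If that driver was used, the value of Neurod6 may not measure these neurons alone, which was not tested. The median of the group was -0.056, -0.022 and 0.046 in the controls and -0.15, -0.0036 and -0.022 in the cKO arrays, of which cKO replicate 1 alone lay outside the range of the controls. This group had an adjusted p of 0.0503 without control replicate 2, 0.216 without control replicate 3, 0.805 without cKO replicate 1, where Neurod6 was at -0.29, and 0.0704 with the clusters of a gene averaged. No single gene of these 5 groups passed over all genes tested, nor when adjusted over the list alone. Of the glucocorticoid-responsive genes, 3 are in Fig. 1B, and without them the adjusted p was 0.000299.

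At an adjusted p under 0.05 from limma, 0 of 19700 genes were higher and 0 lower. At an unadjusted p under 0.05, 412 were higher and 368 lower, 780 in all, where 985 are expected by chance. A linear model without moderation of the spread gave 0 genes after adjustment and 786 at an unadjusted p under 0.05. The groups did not overlap for 1654 genes (8.40%), and chance gives 10%. The mean distance between arrays of different genotype minus that between arrays of the same genotype was -0.55 (one-sided exact permutation test, p = 0.5, where 3 arrays against 3 allow no p under 0.1). Without cKO replicate 1 the count at an unadjusted p under 0.05 was 1510 and this distance difference was 2.12. Without the lowest 25% of genes by mean signal, and with the clusters of a gene averaged, 1 gene passed, Peg10, with adjusted p-values of 0.0267 and 0.0337 from limma.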

The global gene expression pattern significantly changed in *Nestin-Cre* ; *Atg7 ^f/f^* mice compared to *Nestin-Cre* ; *Atg7 ^+/+^* (Fig.1B and Exon array dataset Table 1). 

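Sqstm1, which encodes the autophagy receptor p62, had one of the brightest signals on the arrays, above 98.8% of the genes tested. Its log2 signal was 8.84 ± 0.030 (SD, n = 3) in the control brains and 9.31 ± 0.27 (SD, n = 3) in the cKO brains, and every cKO array lay above every control array. The difference was 0.47 (standard error 0.14, adjusted p = 1.00 from limma, unadjusted p = 0.0105), a fold change of 1.39. Without cKO replicate 1, which had the highest signal of 9.62, the difference was 0.32. The authors' deposited table places the cluster on chromosome 11 from 50010459 to 50024485, in a genome build that is not given in the sources used here. Nbr1, another autophagy receptor, was higher by 0.33 (standard error 0.078) with no overlap between the groups (adjusted p = 1.00 from limma, unadjusted p = 0.00389). It was 1 of 30 measured genes of the autophagy machinery, of which 13 were higher and 17 lower and none passed the test, also when adjusted over the list alone. The median of these genes was -0.01 while their mean was 0.01 and their test pointed upward (adjusted p = 0.525 from limma's camera). Of 20 genes activated by NRF2, the oxidative stress factor, 12 were higher and none passed over all genes or when adjusted over the list alone (adjusted p = 0.352 from limma's camera). The lowest p-values among them were those of Ephx1, which is in Fig. 1B, and of Aox1, an oxidase gene, which differed by 0.18 (standard error 0.071). Of 17 lysosomal genes, 11 were higher, with the cathepsin gene Ctsl at 0.17 (adjusted p = 0.422 from limma's camera). Of 27 proteasome genes, 18 were lower, with Psmd7 at -0.17, or -0.079 without cKO replicate 3, and with Psma6 higher by 0.39 (adjusted p = 0.504 from limma's camera). No lysosomal or proteasome gene passed when adjusted over the list alone.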

We found that p62/SQSTM1 is a favorable target induced by autophagy deficiency. It is known that p62/SQSTM1 is upregulated in the *Nestin-Cre* ; *Atg7 ^f/f^* brain (Komatsu et al., 2007). In addition, the transferrin receptor is an intriguing target physiologically. It has been reported that loss of autophagy causes iron deficiency due to an inhibition of ferritin degradation (Hou et al., 2016). 

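Tfrc, which encodes the transferrin receptor that takes up iron-loaded transferrin, was higher in every cKO array than in every control array. Its log2 signal was 6.46 ± 0.27 (SD, n = 3) in the control brains and 7.29 ± 0.24 (SD, n = 3) in the cKO brains, a fold change of 1.77. The difference of 0.82 had a standard error of 0.17 (adjusted p = 1.00 from limma, unadjusted p = 0.00202). The cluster lies on chromosome 16 from 32593201 to 32632876 in the authors' deposited table. Fth1, the gene of ferritin heavy chain, was at 6.72 ± 0.055 (SD, n = 3) in the control and 6.97 ± 0.060 (SD, n = 3) in the cKO brains, also without overlap. Its difference was 0.25 (standard error 0.075, adjusted p = 1.00 from limma, unadjusted p = 0.0123). Of 13 measured genes of iron handling, 8 were higher and 5 lower. Only Tfrc passed when adjusted over the list alone (adjusted p = 0.0263 from limma), and since the study picked Tfrc on these arrays this is not independent evidence. The group had a median of 0.03 and did not pass (adjusted p = 0.127 from limma's camera, and 0.376 without Tfrc).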

Because ferritin is an intracellular iron storage protein, abnormal autophagy causes the accumulation of ferritin-containing iron. Furthermore, we also identified that RBM3 is significantly upregulated in *Nestin-Cre* ; *Atg7 ^f/f^* brain in our transcriptome analysis (Fig.1B). It has been reported that RBM3 is one of the cold-inducible protein and regulates neurogenesis and local translation in neurons (Sertel et al., 2021; Xia et al., 2018; Zhu et al., 2019). 

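Rbm3, which encodes a cold-inducible RNA-binding protein, had overlapping log2 signals in the deposited per-array values. They were 5.34, 5.09 and 5.16 in control replicates 1 to 3 and 5.08, 5.15 and 5.05 in cKO replicates 1 to 3. The means were 5.20 ± 0.13 (SD, n = 3) and 5.09 ± 0.050 (SD, n = 3), and the signal lay above 38.5% of the genes tested. The difference was -0.10 (standard error 0.090, adjusted p = 1.00 from limma, unadjusted p = 0.289), a fold change of 0.931, and with 1 array left out in turn it lay between -0.16, without control replicate 2, and -0.03, without control replicate 1. For the same cluster, on chromosome X from 7716104 to 7723038, the authors' deposited table gives a fold change of 1.41 with a p of 0.0199 from a test it does not name. The authors' deposited table also pairs Rbm3 with a cluster of 13 probes on chromosome 1 from 152112058 to 152113189, with a fold change of 1.39, which has no row among the per-array values. Rbm3os, the transcript opposite Rbm3, differed by 0.12 (standard error 0.15), and by 0.0030 without cKO replicate 2 to 0.25 without cKO replicate 3. Cirbp, the other cold-inducible RNA-binding protein gene, was at 6.59 ± 0.089 (SD, n = 3) in the control and 6.70 ± 0.20 (SD, n = 3) in the cKO brains. Its difference was 0.11 (standard error 0.12, adjusted p = 1.00 from limma), and neither of the 2 genes passed when adjusted over the list alone. Without cKO replicate 1, control replicate 2 and cKO replicate 3 the difference of Cirbp was 0.0047, 0.059 and 0.20.

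Of 14 heat shock genes, 9 were lower and none passed when adjusted over the list alone, with Hsph1 at -0.26 and Hsp90aa1 at -0.49, or -0.17 and -0.25 without cKO replicate 1 (adjusted p = 0.127 from limma's camera). Of 2 dimmer clusters of Hsp90aa1, 1 differed by 0.10 and 1 by -0.35. The adjusted p of the group was 0.0414 without the lowest 25% of genes by mean signal, 0.518 with the clusters of a gene averaged and 0.596 with an estimated correlation. Of 17 genes of the circadian clock, 11 were higher, with a median of 0.09 (adjusted p = 0.0221 from limma's camera, and 0.596 with an estimated correlation). Only Cry2 passed when adjusted over the list alone (adjusted p = 0.00361 from limma). The median of the group in cKO replicate 3, 0.022, lay within the range of the controls, -0.064 to 0.067. The adjusted p of the group was 0.0501 without control replicate 1, 0.121 without control replicate 3 and 0.122 without cKO replicate 2. Of 7 hypothalamic genes, which stand for tissue outside the cortex, 4 were higher (adjusted p = 0.504 from limma's camera), and Pomc differed by 0.03. From a higher RBM3 level in the microarray, its induction when body temperature drops and its effect on mRNAs of circadian genes, the paper reasons that RBM3 is a potential link between defective autophagy and lower body temperature.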

Importantly, RBM3 is induced by body temperature drop, such as hibernation (Williams et al., 2005), and stabilizes the mRNA of circadian genes (Liu et al., 2013). Because the circadian rhythm is associated with the daily body temperature variation, these observations demonstrate that RBM3 is a potential candidate that links a defect in autophagy to lower body temperature. Then, we confirmed RBM3 gene expression in *Nestin-Cre* ; *Atg7 ^f/f^* brain. The mRNA levels in *Nestin-Cre* ; *Atg7 ^f/f^* brain were significantly increased compared to that in *Nestin-Cre* ; *Atg7 ^+/+^* brain (Fig.1C), indicating that loss of *Atg7* gene enhances RBM3 expression in the brain. Previous studies have reported that the preoptic area (POA) is a core region that governs body temperature (Kuraoka and Nakamura, 2011). It is known that the POA neurons project to the DMH, followed by regulating a body temperature via influencing the brown adipose tissue, skeletal muscle, and blood vessels. It is also known that the POA neurons project to the arcuate nucleus (ARC) and regulates the neural circuit in the hypothalamus implicated in the body temperature and circadian rhythm (Fig. 1D). Thus, we investigated which area RBM3 was expressed in the hypothalamus. RBM3 expression was ubiquitous; however, RBM3 expression in the hypothalamus was high in *Nestin-Cre* ; *Atg7 ^f/f^* brain. Especially, this phenomenon tended to be observed in the arcuate nucleus (ARC) in the hypothalamus (Fig. 1E). Interestingly, the subcellular localization of RBM3 was mainly localized in the nucleus (Fig. 1F), implying the possibility that RBM3 modulates the characteristics of target mRNA, such as splicing, stability, and export from the nucleus. In addition, the RBM3 level in the hypothalamic area of *Nestin-Cre* ; *Atg7 ^f/f^* mice was significantly increased compared to that in the same area of *Nestin-Cre* ; *Atg7 ^+/+^* mice (Fig. 1G). These results suggest that RBM3 regulates neuronal activity or regional homeostasis in the hypothalamic area, leading to the control of body temperature. Taken together, our data suggest that RBM3 is a potential mediator that underlies the regulation of body temperature associated with autophagy deficiency.

## Methods

**Microarray analysis**

*Nestin-Cre* ; *Atg7 ^+/+^* and *Nestin-Cre* ; *Atg7 ^f/f^* mice (P16) were euthanized using carbon dioxide. Their cerebral cortices were taken out using sterilized dissecting forceps and were then transferred into zirconia beads-containing tubes. After pulverizing and dissolving the brain with Isogen II (Nippon Gene) by shaking vigorously, the total RNAs were extracted according to the manufacturer’s instructions. The single-stranded cDNAs were generated from total RNA using an Ambion WT Expression kit (Ambion, Inc.), and labeled using a GeneChip WT Terminal Labeling and Hybridization kit (Affymetrix). These samples were incubated at 45°C for 17 h to hybridize on GeneChip mouse exon 1.0 ST arrays (Affymetrix). After hybridization, each probe array was washed and stained with GeneChip Fluidics Station 450 (Affymetrix) and scanned with an GeneChip Scanner 3000 (Affymetrix). Data were analyzed with GeneSpring 12.6 software (Agilent). The GEO accession number for the array data set is GSE214939.

**qRT-PCR**

Total RNAs from cerebral cortex were isolated by ISOGEN II (Nippon Gene) according to the manufacturer’s instructions. The cDNAs were synthesized by 100 units reverse transcriptase (ReverTra Ace, TOYOBO) together with 25 pmol random hexamer primer (TOYOBO), 20 nmol deoxynucleotide triphosphates (dNTPs), and 1.0 μg total RNAs. The quantitative reverse transcription PCR (qRT-PCR) was performed in 96-well plate (Thermo Fisher Scientific) using THUNDERBIRD SYBR qPCR mix (TOYOBO) in Thermal Cycler Dice Real Time System TP800 (TaKaRa). The relative quantity of the target expression was calculated by comparative threshold cycle (2 ^-ΔΔCT^ ) methods using Thermal Cycler Dice Real Time System Software (TaKaRa). This experiment was reproduced at least twice.

The following sequences were used as primers:

RBM3 forward, 5’-CAGATGCGATGAGAGCTATGAATGGAGAG-3’

RBM3 reverse, 5’-CTGGCAGACTTTCCTGCATGATCAACTC-3’

GAPDH forward, 5’- ACCACAGTCCATGCCATCAC-3’

GAPDH reverse, 5’- CACCACCCTGTTGCTGTAGCC-3’

**Immunohistochemistry and image processing**

*Nestin-Cre* ; *Atg7 ^+/+^* and *Nestin-Cre* ; *Atg7 ^f/f^* mice (P21) brains were perfused with 4% PFA-PBS after anesthesia and the brains were fixed with the same fixative solution overnight. After 30% sucrose-PBS infiltration, the samples were embedded in Tissue-Tek Optical Cutting Temperature compound (SAKURA) and sliced at 40 μm thickness using a cryostat (Leica Biosystems). The tissue sections were blocked for 1 h in 5% BSA in PBS. The samples were then incubated with primary antibody in 0.1% Triton X-100 in PBS (25 mM Tris–HCl [pH 7.5], 0.14 M NaCl) for 1 day (anti-RBM3 antibody, Proteintech, Cat#14363-1-AP, 1:1000) at 4 °C. Following the wash with PBS, the tissue sections were incubated with an anti-rabbit IgG Dylight Fluorochrome 594 (abcam) secondary antibody (1/1000) in 5% BSA-PBS together with 5.0 μg/ml Hoechst 33342 (Invitrogen) for 1h at room temperature. The tissues were mounted on the slides glass using VECTASHIELD Mounting Medium (Vector Laboratories). The samples were observed using a confocal laser scanning microscope (LSM700, Carl Zeiss) with 10× (Plan-Apochromat 10×/0.8 M27) and 40× (Plan-Apochromat 40×/1.3 Oil DIC M27) objective. The diode excitation lasers (Diode405, and Diode555) were operated and directed to a photomultiplier tube (LSM T-PMT, Carl Zeiss) through a series of band pass filters (Ch1:BP420-475 + BP500-610, Ch2:BP490-635, and Ch3:BP585-1000). RBM3 expression in the ARC was quantified using FIJI ImageJ software. The area of nuclear staining was binarized for setting the region of interest (ROI). The fluorescence intensities of RBM3 and Hoechst33342 in the ROI were calculated using the Analyze Particle function. The size of ROI (10-150 μm ^2^ ) was defined as a suitable area to extract the signals and to eliminate the noise and the aggregated cells in the meninges. All images were taken with the same setting (exposure time, signal amplification, objective lens). This experiment was repeated twice under the same condition.

**Measurement of rectal temperature**

The rectal thermometry of *Nestin-Cre* ; *Atg7 ^+/+^* and *Nestin-Cre* ; *Atg7 ^f/f^* mice (P21) was measured using a digital thermometer (SATO KEIRYOKI, SK-1260). Briefly, the thermometer was inserted into the rectum, followed by a measurement of the temperature. The thermometry was conducted at 10 am on time. This rectal temperature is corresponding to the core body temperature (Meyer et al., 2017). This experiment was reproduced at least three times.

**Mouse**

*Nestin-Cre* ; *Atg7 ^f/f^* mice are available from RIKEN BRC (RBRC02760) (Komatsu et al., 2006). Animal experiments were conducted according to the university guidelines for animal care and use and arrive guidelines. This study was approved by the Animal Experiment Committee at the University of Tsukuba (the approval numbers:19-340, 20-438, 21-443).

**Statistical analysis and data availability.**

Statistical significance was analyzed using Prism ver.6 software (GraphPad Software, Inc.). Adobe Creative Could CC (Photoshop 22.1.0 and Illustrator 25.0.1) and FIJI Image J 2.1.0/1.53c were used for all image processing.

## Extended Data

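The authors' deposited table lists 911 transcript clusters, 528 higher and 383 lower in the cKO brains, all with a p under 0.05 and without an adjusted p. Of these clusters, 873 are among the per-array values, and 836 of them (95.8%) had the same sign there. The log2 fold changes of the authors' deposited table and the differences of the per-array means had a correlation of 0.848 across clusters, which are not independent replicates. Of the 762 clusters of genes with 1 symbol and 1 cluster in the authors' deposited table, 16 were absent from the per-array values and 21 of the 746 present had the opposite sign. Of the 145 clusters with several symbols, or whose symbol has several clusters, 22 were absent and 16 of the 123 present had the opposite sign. Sqstm1 and Rbm3 belong to this second set. Of 768 clusters that entered the test over all genes, 237 had an unadjusted p under 0.05 from limma with the same sign.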

Description: Relative gene expression in the cerebral cortices (Nestin-Cre; Atg7+/+ mice vs Nestin-Cre; Atg7f/f mice ). Resource Type: Dataset. DOI: 10.22002/e6ha1-cg439

How the deposited data were processed for this re-analysis (not part of the article)

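The data are 6 Affymetrix mouse exon arrays, 3 of RNA from Nestin-Cre;Atg7+/+ (control) and 3 of RNA from Nestin-Cre;Atg7f/f (cKO) mice at P16. The authors deposited log2 signals per transcript cluster for each array, already summarised and normalized. GeneSpring is the software named in the paper's methods, and the summarisation, the annotation version, the genome build and the test behind the array p-values are not given in the sources used here. The authors also deposited a table of 911 clusters with the p-value of each, its fold change as a ratio without sign, the same fold change as a signed score, and its log2 fold change. Every p-value in that table is under 0.05. No column of per-array values was left without a sample. Scanner files were not analysed here.

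The array annotation lists a gene for 24276 of the 101175 clusters, 22773 with 1 symbol and 1503 with several, and 76899 clusters are unnamed here. For 22245 clusters the gene was found by its identifier in a RefSeq table of GRCm38.p6, which was used for current symbols and for which genes neighbour each other. Clusters with several symbols were left out, except the cluster of Atg7, the targeted gene. Where a gene had several clusters, as 2224 genes did, the cluster with the highest mean over the 6 arrays was taken. This left 19700 genes, without a filter on dim genes. The genes Gapdh, Agrp and Ftl1, which were to be named, had no cluster of their own under this rule.

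Differences are cKO minus control on the log2 scale, tested on both sides with lmFit and eBayes of limma (version 3.58.1, R 4.3.3) and Benjamini-Hochberg adjustment over all genes, at a threshold of 0.05. The 29 gene lists were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation, where at least 3 members were measured, which held for 27 lists. A list of endoplasmic reticulum chaperones was added after the values were seen. Genes were named by a rule fixed before the data were examined. It took every gene the paper names, the 10 genes with the largest difference in each direction among those past the threshold without overlap between groups, and up to 4 members of each list past the threshold of the list alone. Where fewer than 10 passed, the places were filled by genes with an unadjusted p under 0.05 and no overlap, and predicted genes, small RNAs and olfactory and vomeronasal receptors were left out. Where no member of a list passed, the 2 members with the lowest p could be named. The values of Fig. 1B had been seen in the figure when this rule was fixed. A few members outside the rule, among them Egr3 and Arc, are also named. The distance between arrays was tested with an exact permutation test, and 3 arrays against 3 allow no p under 0.1.

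The test was tried on simulated data with the spread of these arrays and 200 of 19700 genes changed. Noise was drawn independently for each gene, so differences shared by many genes of an array were left out. It recovered 0% of the genes changed by 0.5 on the log2 scale, with 0 false calls. It recovered 78% of those changed by 1, with 10 false calls, and 96% of those changed by 2, with 8 false calls. With no gene changed it made 0 calls. The test was also run with another quantile normalization, with each array centred on its median, without dim genes, with a trended and robust spread, with the clusters of a gene averaged, with the replicate number as a block, with no moderation of the spread, at a looser threshold of 0.1, without each array in turn, and with lists without the genes of Fig. 1B. A block for the arrays numbered 1 and a test of the genes above the median level were added after the values were seen.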

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

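The rule for this part and the tests of the other Peg10 cluster and of the array left out were chosen after the values were seen, and the test along the chromosome was written before its result was seen. Genes that the paper does not discuss are given where every cKO array lay above every control array, the unadjusted p from limma was under 0.001 and the mean signal lay above the lowest 25% of genes, with predicted genes and receptor families left out. Cry2 was higher by 1.48 (adjusted p = 0.562 from limma). H4c12 was higher by 0.79 (adjusted p = 0.562 from limma). Peg10 was higher by 2.68 (adjusted p = 0.101 from limma), and none of these genes is in the authors' deposited table.

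Peg10 was higher in each of the 3 cKO arrays, and a fault of a single cluster goes against its other cluster, which was higher by 2.26 without overlap. A female array among male arrays as the source goes against the difference without cKO replicate 1, which was 2.54. Peg10 and Atg7 both lie on chromosome 6, so DNA of another strain carried along with the floxed allele could reach Peg10. Of 720 genes between them, 3.47% had an unadjusted p under 0.05, against 3.95% of 18434 genes on other chromosomes (Fisher's exact test, p = 0.625). The 95% interval of the odds ratio was 0.558 to 1.31, so no excess was seen and a small one is not excluded. Strain DNA that alters few genes would also leave this ratio near 1. The test therefore cannot tell strain DNA apart from the loss of Atg7, which stays open as an untested biological explanation. Chance is not excluded either, at an adjusted p of 0.101 from limma over the genes tested. Why the authors' deposited table does not list Peg10 was not tested.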

How the results depend on the processing

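The added settings, a block for the arrays numbered 1 and the genes above the median level, were chosen after the values were seen. Atg7 and Rbm3 stayed negative and Sqstm1 and Tfrc positive under every alternative run, none with an adjusted p under 0.05. Leaving out each array gave -0.54 to -0.43 for Atg7, -0.16 to -0.03 for Rbm3, 0.32 to 0.56 for Sqstm1 and 0.68 to 0.96 for Tfrc. The number of genes past the threshold was 1 without the lowest 25% of genes, 1 with the clusters of a gene averaged and 1 among the genes above the median level, and 0 otherwise, and the cause was not tested. The count at an unadjusted p under 0.05 was 615 to 1510 with an array left out, 1280 with the block for the arrays numbered 1 and 360 among the genes above the median level. With the replicate block it was 1157, and 0 genes passed after adjustment. The numbers were not taken to pair the animals, since nothing in the sources used here says that same-numbered animals are littermates. Same-numbered arrays deviated together with r of 0.307, 0.037 and 0.166, against -0.271 to 0.164 for the other pairs. Among the controls, cKO replicate 2 correlated best with control replicate 3. These values do not settle whether the animals were paired. The number of lists past the threshold, 8, was 0 with an estimated correlation and 4 to 8 with an array left out. The difference between distances was -2.52 to 2.12 with an array left out, and the cause was not tested. Of 71 genes and 28 lists followed, 67 and 22 kept their direction throughout. Many of these genes were followed because their unadjusted p was low or their groups did not overlap. Where groups do not overlap, leaving out an array cannot reverse the direction, so the count of genes partly restates that choice. With the clusters of a gene averaged, Dnajb11 was at 0.197 and Camsap1 at 0.120, and Camsap1 lay at -0.091 to 0.096 with an array left out. The brightest cluster of C3ar1, which is not the one in Fig. 1B, reached -0.0023 to 0.27 and Pomc -0.050 to 0.081 with an array left out. In the C3ar1 cluster of Fig. 1B every cKO array lay above every control array. The choroid plexus list reversed at an adjusted p of 0.995 with quantile normalization, 0.992 with the replicate block, 0.991 with the block for the arrays numbered 1 and, without control replicate 2, cKO replicate 2 and cKO replicate 3, at 0.0817, 0.426 and 0.579 (0.0817 to 0.723 over all arrays left out). The cerebellum list reversed at 0.924 and 0.965 with these blocks and, without the same 3 arrays, at 0.780, 0.856 and 0.719 (0.375 to 0.926 over all arrays left out). Microglia identity reversed without control replicate 2 (0.801, of 0.122 to 0.801 over all arrays left out), hypothalamus without cKO replicate 1 (0.678, of 0.192 to 0.802) and proteasome without cKO replicate 3 (0.531, of 0.315 to 0.716). The cause of these reversals was not tested. The sex-linked list reversed without cKO replicate 1 (0.157, of 0.157 to 0.700), the array with the high Xist signal, in which the list's median was -2.39 against -0.0089 to 0.24 in the other arrays. Per-sample values in the authors' comparison table and a larger pseudocount were not run, since that table holds none and the values are on a log scale. The arrays give no signal over background here, so which dim genes lie above it is unknown.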

Differences from the paper's values

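The paper's title result is a higher Rbm3 level. The paper's fold change of Rbm3 is about 1.4 in Fig. 1B, read by eye, and the per-array values gave 0.931. Every alternative set before the data were examined differed from the paper's value in the same way, with fold changes of 0.897 to 0.979. All of them used the same summarised cluster, and only leaving out an array moved the value beyond 0.930 to 0.931. They therefore do not test how the probes of Rbm3 were summarised. The paper's RT-PCR of Rbm3 mRNA (Fig. 1C) was on other mice at a later age, and its methods also name the cerebral cortex. The paper reports a significant increase of Rbm3 mRNA there, and those data were not analysed here. Its immunostaining of RBM3 protein in the hypothalamus at that later age (Fig. 1E to 1G) also runs upward. That staining measures protein in another region than the cortex and was not analysed here either. The group of 10 genes in Fig. 1B otherwise had the paper's direction, with 9 of 10 clusters higher.

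The paper's fold change of Mt2 is about 1.5 in Fig. 1B, read by eye, and the per-array values gave 1.28. Without control replicate 1 (1.37) and without cKO replicate 3 (1.31) it no longer differed by more than the spread, and the other alternatives differed. The paper's fold change of C3ar1 is about 1.5 in Fig. 1B, read by eye, and the brightest cluster gave 1.09. With the clusters of a gene averaged it was 1.32 and no longer differed by more than the spread, and the other alternatives differed. The cluster that Fig. 1B uses was higher by 0.68 on the log2 scale. For Tfrc, Ccl3, Sqstm1, Arid5b, Txnip, Ephx1 and Btg2 the difference from the paper was within the spread between arrays. Arid5b exceeded it without control replicate 1, at 1.22, and Btg2 without control replicate 1 and cKO replicate 1, at 1.29 each.

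The paper states that the global pattern of expression changed. At an adjusted p under 0.05 from limma 0 genes passed, with 780 at an unadjusted p under 0.05, and the paper states no threshold. The simulated data had 200 of 19700 genes changed and noise drawn independently for each gene. In them the test recovered 0% of genes changed by 0.5 on the log2 scale. The counts on the arrays therefore do not exclude changes of that size, and a change of more genes was not simulated. Leaving out an array gave 615 to 1510 genes at an unadjusted p under 0.05, the most without cKO replicate 1, where chance gives about 985. In the cases without the lowest 25% of genes, with clusters averaged, and among the genes above the median level (chosen after seeing the values), 1 gene passed, Peg10, and none of the genes in Fig. 1B did. Over all 101175 clusters 0 passed, with a smallest adjusted p of 0.999998 from limma, so the call of Peg10 depends on the features tested.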

Other observations

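The lists in this part other than that of endoplasmic reticulum chaperones were fixed in advance, as were their tests. The test of the number of lists over other splits was written before its result was seen. The other tests in this part were chosen after the values were seen. The list of endoplasmic reticulum chaperones was written after Hspa5, Hsp90b1 and Calr had been seen among the lowest genes. Of 17 measured genes of this list, which holds chaperones and also regulators and degradation factors of the endoplasmic reticulum such as Xbp1, Atf6 and Syvn1, 16 were lower in the cKO brains, and 8 passed when adjusted over the list alone. They include Hspa5, the chaperone BiP, Hsp90b1, Calr, calreticulin, at -0.56, the disulfide isomerases Pdia4 at -0.42 and Pdia3 at -0.40, and Xbp1 at -0.28. The median was -0.28 (adjusted p = 7.94e-14 from limma's camera, and 0.381 with an estimated correlation, which gave an unadjusted p of 0.0136). Another cluster of Pdia6, which is among the 8, differed by 0.20 (standard error 0.15) against -0.32 in the cluster tested, and another cluster of Dnajb11 by 0.49 (standard error 0.39) against -0.10. As the list was picked on these values, this p is not independent evidence.

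Of 13 p53 target genes, 9 were higher and Btg2 passed when adjusted over the list alone (adjusted p = 0.0276 from limma's camera). Without the genes of Fig. 1B the adjusted p was 0.143, with an estimated correlation 0.596, with the clusters of a gene averaged 0.0852, and without control replicate 1, cKO replicate 2 and cKO replicate 3 it was 0.156, 0.0518 and 0.179. Of 16 genes of cholesterol synthesis, 13 were lower, with Hmgcs1 at -0.28 (adjusted p = 0.0246 from limma's camera, and 0.605 with an estimated correlation). The list's median in cKO replicate 1, 0.064, lay above those of the controls, which reached 0.040. The adjusted p of this list was 0.0501 and 0.0511 without control replicates 1 and 3 and 0.0887 and 0.366 without cKO replicates 2 and 3. Of 18 immediate early genes, 10 were higher and 8 lower, with Egr3 at -0.21 and Arc at -0.37, or -0.19 without cKO replicate 1. Of them, Dusp1 at 0.61, Npas4 at 0.48 and Btg2 passed when adjusted over the list alone (adjusted p = 0.130 from limma's camera for the list, 0.0320 without control replicate 2, 0.00645 without cKO replicate 1 and 0.637 with an estimated correlation). Without Btg2, which is in Fig. 1B, the adjusted p of the list was 0.376 from limma's camera. The study picked Btg2 on these arrays, so its passing in the p53 and immediate early lists is not independent evidence. Microglia identity and microglia activation each gave an adjusted p of 0.338 from limma's camera. The interferon response and astrocyte identity lists gave 0.130 each, and astrocyte reactivity gave 0.127. Without cKO replicate 3 the astrocyte lists gave 0.0339 each, and with an estimated correlation 0.605 each. Oligodendrocyte precursors gave 0.127 with 8 of 8 genes lower, 0.0387 without control replicate 3, 0.0102 without cKO replicate 1 and 0.637 with an estimated correlation. The endothelium gave 0.154, inhibitory neurons 0.279, choroid plexus 0.943, cerebellum 0.896 and the sex-linked genes 0.504. Of the blood genes, 1 was measured, Alas2, at 0.45.

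The lower chaperone list goes against a female array among male arrays as the source, since its median without cKO replicate 1 was -0.31. A different share of striatum in the dissected tissue goes against the control arrays, over which the median of the striatal list ranged by 1.07 and that of the chaperone list by 0.055. Other splits of the arrays cannot test this list, since its genes were chosen on the real grouping, and the real median of -0.28 being reached by 1 of 10 splits, with 0.15 in size as the highest of the others, decides nothing. Loss of Atg7 may lower these genes, as a hypothesis found and tested on the same arrays.

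Rbm3 was higher in the authors' deposited table and not in the per-array values. An exchange of the groups between these tables goes against the 95.8% of clusters with the same sign. Without cKO replicate 1, the female array among male arrays, the per-array difference was -0.096, so that array alone did not set its sign. How that array entered the authors' deposited table is unknown, so this value cannot tell why the tables differ. Clusters with several symbols, or whose symbol has several clusters, had opposite signs more often than the others (Fisher's exact test, p = 9.74e-06). Rbm3 is itself one of these clusters, and the grouping does not measure shared probes. Whether probes shared with near-identical copies contribute therefore stays open. Probe values were not analysed here, so these comparisons do not show which table is nearer to the level of Rbm3, and no biological explanation was tested.

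Other splits of the 6 arrays bear on the counts, and with 10 splits the share is never under 0.1. All 10 splits gave 0 genes past the threshold, so the highest of the other splits equals the real value of 0. The real 780 genes at an unadjusted p under 0.05 were reached by 5 of 10 splits, and the highest of the others was 2452. That split, control replicate 3 with cKO replicates 2 and 3 against the rest, points to a structure of the samples other than genotype, and it keeps the arrays numbered 1 together. The real 8 lists past the threshold were reached by 1 of 10 splits, the real one, and the highest of the others was 6.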
